A study of Homo sapiens with 19 samples.

How the data were processed

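The series held 19 RNA-seq libraries of human conventional T cells from colorectal cancer tissue. Per the labels' protocols, tissue was chopped and digested with enzymes (stated in the series text for tumour and metastatic tissue), and CD4+ and CD8+ T cells were sorted together by flow cytometry. Messenger RNA was captured on magnetic beads, turned into amplified cDNA, and made into libraries by tagmentation. Amplification before library preparation adds variation between libraries, and without molecular identifiers the counts are not independent molecules, so counting floors cover counting error only.

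The authors deposited 2 tables of estimated counts per gene, one for each CD38 level, with the same 16155 gene symbols in the same order. That the values are expected counts was read from the tables: they were not negative, 24.0% had decimals, and columns summed to between 8700763 and 28598580. The aligner, the counting tool, the genome build and the annotation are not stated in the labels or the deposited tables, so no coordinates are given. No batch, plate or sequencing date was given per column. All 19 columns matched the title of 1 sample each. Of the gene symbols, 15615 (96.7%) were found in GENCODE 29, which was used only for GC content and transcript length. No mitochondrial or antigen receptor segment genes were among the symbols.

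Expected counts as deposited were rounded to whole numbers. Groups came from the CD38 level and specimen type in the labels. Genes were tested with edgeR 4.0.16 in R 4.3.3 (filterByExpr with a minimum count of 10 and total of 15, TMM normalization, glmQLFit with its legacy setting, glmQLFTest) and Benjamini-Hochberg adjustment over all genes tested, with 0.05 as the threshold. The standard error of a log2 fold change was its size divided by the square root of the quasi-likelihood F statistic. The 4 comparisons were CD38-high against CD38-low over all libraries, the same within primary tumours, metastatic against primary tumours with CD38 level as covariate, and juxta-tumoral against primary tumours within CD38-low libraries. Values per library are TMM-scaled log2(CPM + 1). Genes with at most 3 counts in every library of a group were taken as at the floor.

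A set of 14 gene lists with 143 entries, of which 140 were in the tables, was tested with camera in limma 3.58.1 on log2 CPM with a prior count of 2 and a preset correlation of 0.01. Single values were compared by two-sided exact permutation over all 92378 splits (2002 for primary tumours). Correlations within groups had exact permutation p-values at up to 9 libraries and 100000 draws at 10. Genes were named by a rule: CD38 first, then the 5 with the smallest p in each direction past the threshold with an average log2 CPM of at least 3 (3 for comparisons of specimens). Where none passed, the 3 with the smallest p in each direction were named. A feature with only a clone name was passed over. A fixed list of genes that report donor sex or haplotype was never named. That list need not hold every such gene, and donor genotype was not tested for the genes named. The comparisons, lists, rule and most alternatives were fixed before the data were examined.

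The same code was tested on simulated counts made from the real means, library sizes and dispersions, with 200 genes changed by 3 log2 units, of which 198 to 200 passed the filter. A minimum mean count of 50 was set in the simulation, so the shares called do not speak for genes with fewer counts. The quasi-likelihood test called 76.3% of the changed genes over all libraries (11636 genes), 67.0% within primary tumours (12255 genes), 44.5% between specimen types of tumours (13830 genes) and 15.5% for juxta-tumoral tissue (12598 genes), with 1, 5, 0 and 2 false calls. On unchanged counts over all libraries (11642 genes) it called 0 genes, limma-voom 0 and DESeq2 5. Simulated genes varied independently of each other, unlike real ones.

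The alternatives were RLE, upper quartile and library size scaling; no low-count filter, and a mean count of at least 50; DESeq2 1.42.0, limma-voom with quality weights and edgeR with robust estimation; a log2 fold change of at least 1; covariates; other pseudocounts; fry and camera with estimated correlation; and each library left out in turn. Further lists of marker genes, for neuroendocrine, heat shock, further regulatory T cell, liver cell, plasmacytoid dendritic cell and NK cell transcripts, were written after first looks at the data and before the tests that used them. Of their genes, 6 neuroendocrine and 2 liver cell genes had been looked at per library before their list was written; the 6 were left out of the test and the 2 were not.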

Results

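Messenger RNA was measured by sequencing in 19 libraries of conventional T cells taken from colorectal cancer tissue. Each library came from a sort of CD4+ and CD8+ T cells together, so each measured a mixture of both lineages. The labels placed 10 libraries in a CD38-high group and 9 in a CD38-low group. CD38 is a surface enzyme that breaks down NAD+ and is carried by many activated lymphocytes. The labels did not say how the level was set. Of the 10 CD38-high libraries, 9 came from primary tumours and 1 from a metastatic tumour. Of the 9 CD38-low libraries, 5 came from primary tumours, 2 from metastatic tumours and 2 from juxta-tumoral tissue, which is reactive tissue beside a primary tumour. Specimen type was therefore not balanced over CD38 level. One juxta-tumoral library (CD38-low replicate 6) and one primary tumour library (CD38-high replicate 5) came from the same donor.

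Total counts in CD38-high replicates 1 to 10 were 14854045, 28598580, 13264645, 12296834, 11656744, 13866595, 9707736, 10242936, 14744937 and 8700763. Those in CD38-low replicates 1 to 9 were 13713129, 18285091, 16161089, 12253352, 11814757, 20506838, 13782220, 13012854 and 11081461. The largest total was 3.29 times the smallest. The mean totals of the CD38 groups did not differ beyond chance (two-sided exact permutation test, n = 10 and 9, p = 0.776). Between 11852 and 15842 of the 16155 genes had at least 1 count in a library. Over 8446 genes with a mean log2(CPM + 1) above 3, Spearman's rho between pairs of libraries ran from 0.586 to 0.909 across genes, with a median of 0.761 for pairs of the same CD38 group and 0.743 for pairs of different groups. The median over all 171 pairs was 0.750. The biological coefficient of variation was 0.935. This covers all variation between libraries of a CD38 group, including donors, specimen types, lineage balance and amplification, which it does not separate.

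The first comparison asked whether the transcript that names the groups followed the labels. The labels did not say how the level was set. Had it been set on this transcript, the difference would be built in and its p-values would be no evidence. CD38 stood at 7.89 ± 0.71 log2(CPM + 1) in the CD38-high libraries (SD, n = 10) and at 5.40 ± 1.13 in the CD38-low libraries (SD, n = 9). The difference of 2.49 was larger than the SD of either group. As large a difference was rare among all splits of the libraries (two-sided exact permutation test, p = 2.17e-05). CD38-high libraries ranged from 6.89 to 9.38 and CD38-low libraries from 3.11 to 6.94. The ranges overlapped by 1 library on each side: CD38-high replicate 2, a metastatic tumour, was lowest in its group at 6.89, below CD38-low replicate 2 at 6.94. The other 9 CD38-high libraries were above every CD38-low library. Among primary tumours the groups did not overlap: CD38 was 8.01 ± 0.65 (SD, n = 9) against 5.43 ± 1.48 (SD, n = 5), a difference of 2.58. That gave p = 0.0004995, the smallest p that this exact permutation test can give. Under other pseudocounts, other scaling or primary tumours alone the difference ran from 2.35 to 2.58, the latter being that of primary tumours.

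**Figure D1:**
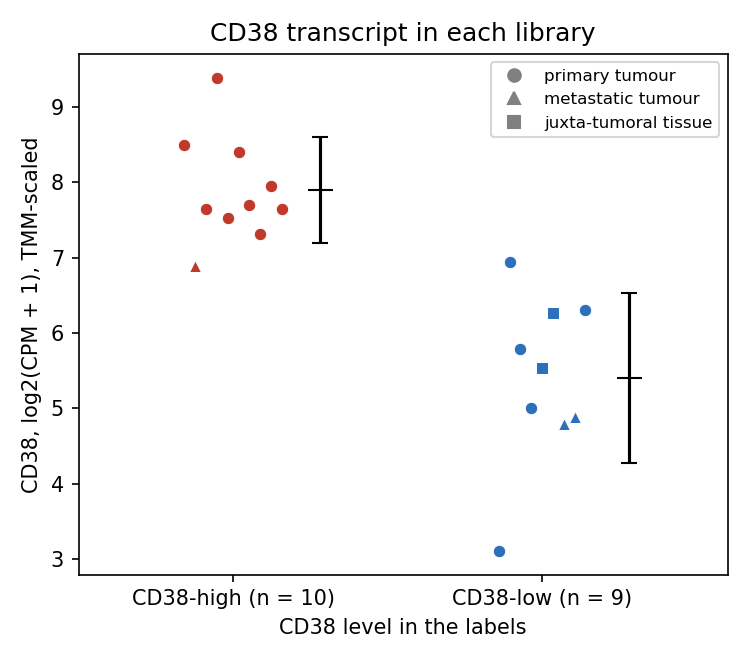
CD38 transcript level, as TMM-scaled log2(CPM + 1) on the vertical axis, in each of the 10 CD38-high and 9 CD38-low libraries. Symbols give the specimen type, and the black bar is the group mean with its SD; the groups overlap only between CD38-high replicate 2 at 6.89 and CD38-low replicate 2 at 6.94.

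All genes were then compared between the CD38-high and CD38-low libraries. Of 11960 genes tested, 0 passed an adjusted p of 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. At an unadjusted p under 0.05 there were 877 genes, against 598 given by chance alone; 360 of them were higher and 517 lower in the CD38-high libraries. With library size in place of TMM scaling the share that was higher rose from 41.0% to 57.1%, so the balance of directions depended on the scaling. CD38 had the smallest p, with a log2 fold change of 2.35 (SE 0.41) and an adjusted p of 0.0814, and so failed the correction. It was the 1 gene called by the same test with library size only (adjusted p 0.0399) and with upper quartile scaling (adjusted p 0.0483), and over 15 alternatives its adjusted p ran from 9.56e-06 in DESeq2 to 0.243 with the heat-shock level as covariate. With each library left out in turn it ran from 0.0198 to 0.294. The alternative that moved the count most was limma-voom with library quality weights, which called 143 genes, and DESeq2 called 35. CD38 passed in both, and 21 genes were called by both.

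The 3 genes with the smallest p in each direction failed the correction as well. After CD38, the higher ones were BTAF1 (log2 fold change 0.90, SE 0.19, adjusted p 0.284) and COPB1 (0.96, SE 0.23, adjusted p 0.425). BTAF1 was 8.05 ± 0.32 log2(CPM + 1) in the CD38-high libraries (SD, n = 10) and 7.13 ± 0.37 in the CD38-low libraries (SD, n = 9). The lower ones were NOL4L (log2 fold change -1.33, SE 0.26, adjusted p 0.178), CAMK1D (-2.12, SE 0.45, adjusted p 0.284) and TPH1 (-8.49, SE 1.90, adjusted p 0.379). The TPH1 value was set by 1 library: CD38-low replicate 8 held 12.64 log2(CPM + 1), and without it the log2 fold change was -1.41. Leaving out CD38-low replicate 1 put CAMK1D and CD38 past the threshold, with adjusted p-values of 0.0220 for both. Leaving out CD38-low replicate 2 did so for CD38, at an adjusted p of 0.0198.

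**Figure D2:**
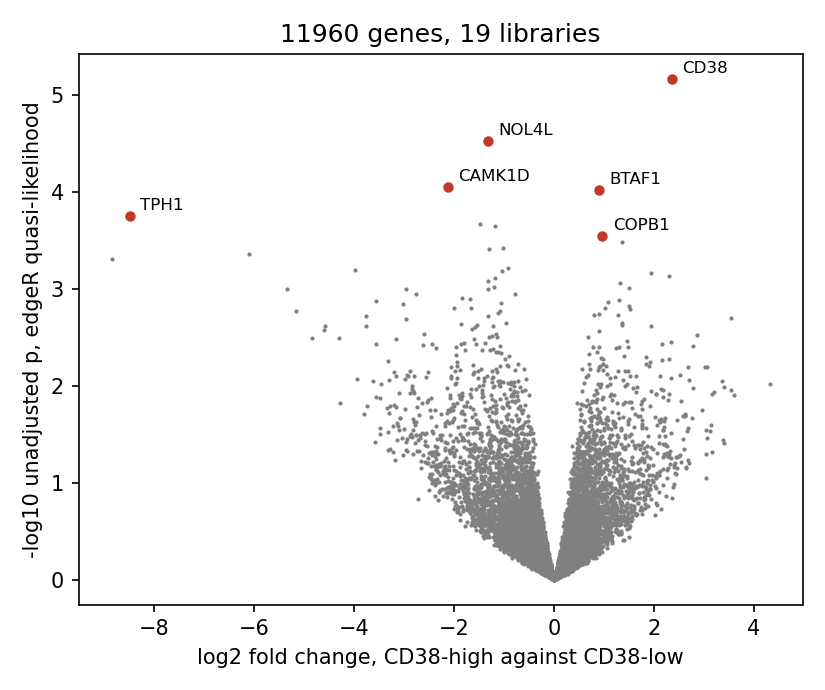
Each grey point is 1 of 11960 genes, with its log2 fold change between 10 CD38-high and 9 CD38-low libraries on the horizontal axis and the -log10 of its unadjusted p from edgeR's quasi-likelihood test on the vertical axis. The 6 genes named by rule are in red; CD38 is the highest point, at a log2 fold change of 2.35, and 0 genes pass the adjusted threshold.

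Because both juxta-tumoral specimens and 2 of the 3 metastatic ones were CD38-low, the same comparison was made within primary tumours, 9 CD38-high against 5 CD38-low. Of 12596 genes tested, 0 passed the adjusted threshold and 1024 had an unadjusted p under 0.05, against 629.8 by chance; 41.2% of these were higher in the CD38-high tumours, and 64.8% with library size in place of TMM. That scaling moved the median log2 fold change of all genes from -0.043 to 0.13. CD38 had a log2 fold change of 2.28 (SE 0.53, adjusted p 0.319). The higher genes with the smallest p were KLRC2 (log2 fold change 5.21, SE 1.03), KLRD1 (1.93, SE 0.41) and ACP5 (2.85, SE 0.62), each with an adjusted p of 0.295. KLRC2 and KLRD1 encode subunits of CD94/NKG2 receptors found on NK cells and some CD8+ T cells. KLRD1 was 8.96 ± 0.86 log2(CPM + 1) in the CD38-high tumours (SD, n = 9) and 7.22 ± 0.41 in the CD38-low tumours (SD, n = 5), and no CD38-high tumour was below the highest CD38-low tumour, at 7.62. The lower genes were SPPL3 (-2.14, SE 0.42), ERP29 (-1.09, SE 0.23) and PHKG2 (-1.67, SE 0.36), each also with an adjusted p of 0.295. DESeq2 called 89 genes in this comparison and limma-voom with quality weights 0.

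The balance of the 2 sorted lineages was measured as the log2 ratio of CD8A plus CD8B to CD4. It was 2.13 ± 1.14 in the CD38-high libraries (SD, n = 10) and 0.66 ± 1.48 in the CD38-low libraries (SD, n = 9), a difference of 1.47 (two-sided exact permutation test, p = 0.0261). Within primary tumours the difference was 1.77 (exact permutation p = 0.0425). The groups overlapped, with ranges of 0.27 to 3.78 and -1.78 to 2.85. Without CD38-low replicate 9, which had the lowest ratio, the difference was 1.17 and the exact permutation p was 0.0548.

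A set of 14 gene lists fixed before the data were examined was tested with camera, which asks whether the genes of a list rank apart from all other genes. With a preset correlation of 0.01 between genes, 7 lists passed an adjusted p of 0.05. Higher in the CD38-high libraries were proliferation (14 genes, median log2 fold change 1.36, adjusted p 8.89e-07), type I interferon response (14 genes, median 1.18, adjusted p 9.73e-07) and tumour reactivity and exhaustion (11 genes, median 0.82, adjusted p 1.17e-06). So were cytotoxicity (11 genes, median 0.69, adjusted p 0.000353) and MHC class II (7 genes, median 0.65, adjusted p 0.000353). Lower were dissociation stress (11 genes, median -1.15, adjusted p 8.89e-07) and naive and central memory (9 genes, median -0.49, adjusted p 0.00123). The other 7 lists did not pass: regulatory T cell (adjusted p 0.107), tissue residency (0.162), stromal (0.173), epithelial (0.234), Th17 (0.370), B and plasma cell (0.449) and myeloid (0.575). None of the 7 calls (0) held when camera estimated the correlation between genes, or under fry; 4 lists had an unadjusted p under 0.05 in each. The estimated correlations within the 7 lists ran from 0.31 to 0.60.

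The same lists were scored in each library as the mean log2(CPM + 1) of their genes. The tumour reactivity and exhaustion score was 7.01 ± 0.85 in the CD38-high libraries (SD, n = 10) and 5.62 ± 1.05 in the CD38-low libraries (SD, n = 9), a difference of 1.39 (two-sided exact permutation test, p = 0.00547, adjusted over the 14 lists 0.0765). Within primary tumours it was 7.16 ± 0.74 (SD, n = 9) against 6.26 ± 0.50 (SD, n = 5), a smaller difference of 0.89 (exact permutation p = 0.0370, adjusted 0.109). In the CD38-low group the metastatic libraries and juxta-tumoral replicate 5 had the lowest scores. The proliferation score differed by 1.24 (exact permutation p = 0.0161, adjusted 0.113) and the type I interferon score by 0.93 (exact permutation p = 0.0285, adjusted 0.117). Of the 14 scores, 5 had an exact p under 0.05 and 0 passed the adjustment. Of the 128 list genes tested, 30 had an unadjusted p under 0.05. Adjusted over these 128 genes together 3 passed, against 0 when adjusted over all genes tested. The 3 were named after their values were seen: IFI44L (log2 fold change 1.94, SE 0.50), GNLY (2.29, SE 0.59) and DUSP1 (-1.31, SE 0.35). Each had an adjusted p of 0.0426 over the list genes together and 0.460 over all genes. Adjusted within each list separately, 6 type I interferon, 4 tumour reactivity and exhaustion, 1 dissociation stress and 1 cytotoxicity genes passed. Adjusted over all list genes together, 2 of 135 passed within primary tumours, 1 of 139 between metastatic and primary tumours and 1 of 134 for juxta-tumoral tissue, against 0 over all genes in each.

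**Figure D3:**
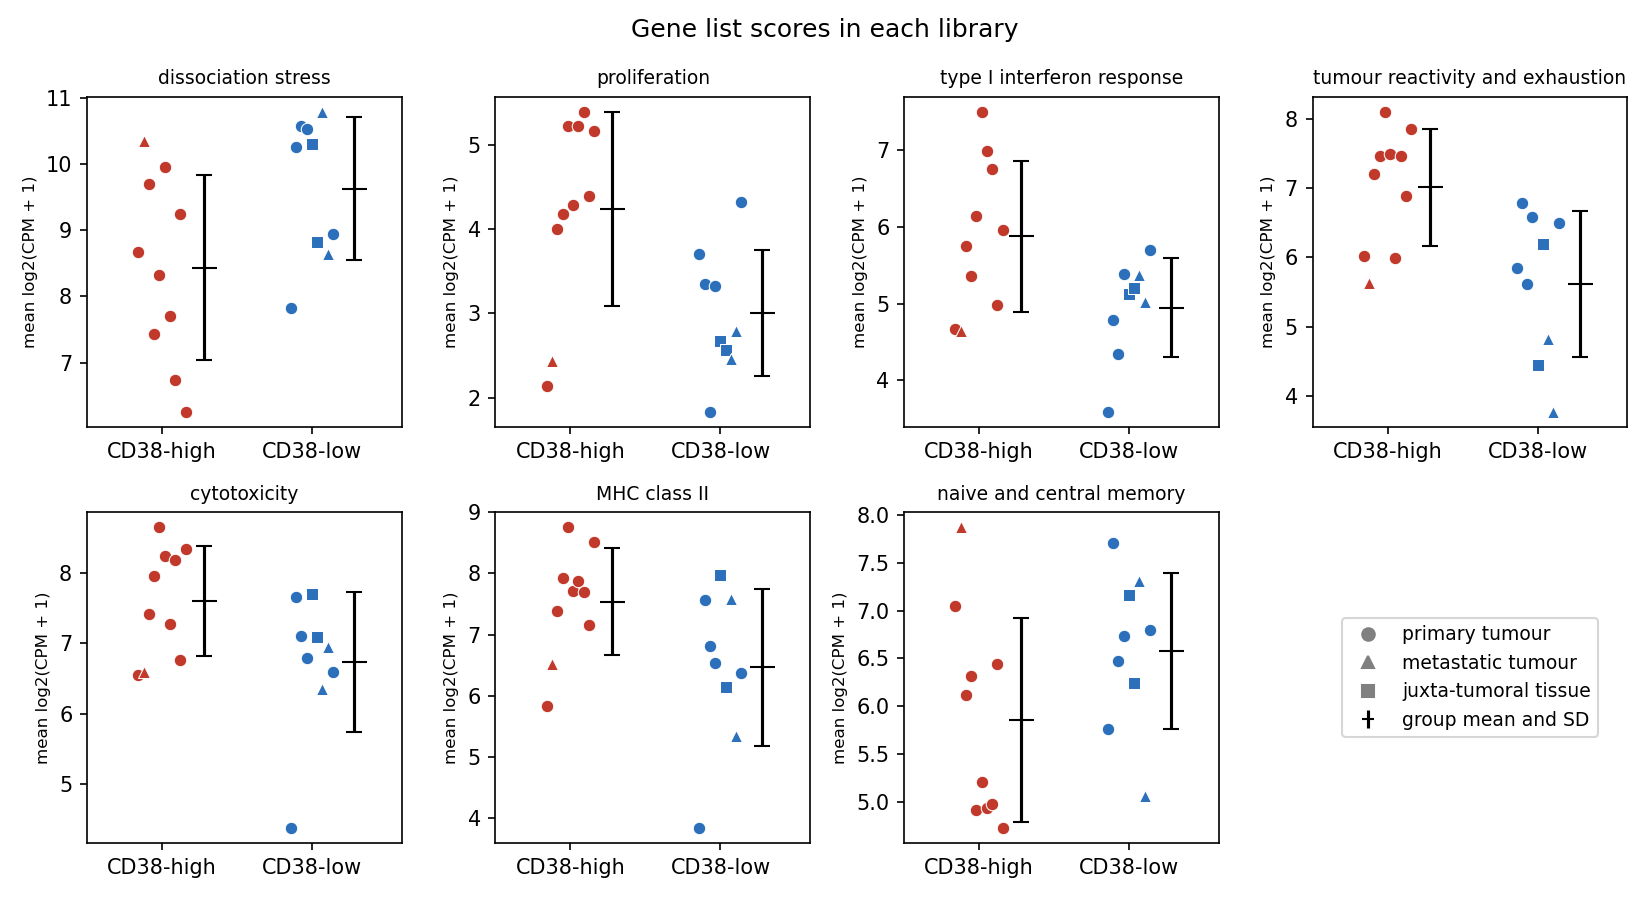
Scores of the 7 gene lists that passed the camera test with preset correlation, as the mean log2(CPM + 1) of the list's genes on the vertical axis, in each CD38-high and CD38-low library. Symbols give the specimen type and the black bars the group mean with its SD; the groups overlap in every list, and the tumour reactivity and exhaustion score differs by 1.39 between the means.

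Whether the relation between CD38 and the tumour reactivity score also held within a group was tested in each group separately. In the CD38-high libraries Pearson's r was 0.18 (n = 10, permutation p = 0.621) and Spearman's rho 0.079 (permutation p = 0.838). In the CD38-low libraries r was 0.36 (n = 9, exact permutation p = 0.344) and rho 0.57 (exact permutation p = 0.121). Without the 2 libraries farthest from the median of CD38, r was 0.39 and 0.56 in the respective groups. Without CD38-high replicate 2, the metastatic library, r in the CD38-high group turned to -0.14. A total of 6 such relations were computed, with the interferon and proliferation scores as the other measures, and the smallest adjusted p was 0.857 for r and 0.723 for rho. Neither group showed a relation beyond chance at this number of libraries.

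Metastatic and primary tumours were compared over 17 tumour libraries, 3 metastatic and 14 primary, with CD38 level as a covariate. Of 14143 genes tested, 9 passed the adjusted threshold, all of them higher in the metastatic tumours, and 1177 had an unadjusted p under 0.05. The 3 with the smallest p were HGD (log2 fold change 9.03, SE 1.31), SOX8 (8.76, SE 1.30) and PRODH2, each with an adjusted p of 0.00543. None of these rested evenly on the 3 libraries. HGD had more than 3 counts in 2 of the 3 metastatic libraries and in 4 of the 14 primary ones, and CD38-high replicate 2 gave 84.6% of its summed metastatic CPM. SOX8 likewise exceeded 3 counts in 2 of 3 metastatic and 4 of 14 primary libraries. PRODH2 had at most 3 counts in every primary tumour, so its fold is a lower bound. Against that floor it was at least 511-fold higher in CD38-low replicate 8, at least 12.4-fold higher in CD38-high replicate 2 and at least 3.69-fold higher in CD38-low replicate 7. In 8 of the 9 genes a single library held more than 50% of the summed metastatic CPM. Without CD38-low replicate 8 the count of calls fell to 1, SOX8. Without CD38-high replicate 2 it was 3, with 0 of them among the 9, and neither HGD (adjusted p 0.208), SOX8 (adjusted p 0.291) nor PRODH2 passed. It was also 4 or 5 without any single one of CD38-low replicates 1, 2, 3, 4 and 9 or CD38-high replicates 5, 8, 9 and 10, all among the 9. SOX8 did not pass without CD38-low replicate 7 (log2 fold change 7.60). DESeq2 called 286 genes, the largest change among the alternatives, of which 133 were higher and 153 lower. Without CD38 level as covariate there were 40 calls, 37 higher and 3 lower. Calls by limma-voom were 6, all higher, of which 2 were among the 9.

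Juxta-tumoral tissue was compared with primary tumours among CD38-low libraries, 2 against 5. Of 13109 genes tested, 0 passed the adjusted threshold and 334 had an unadjusted p under 0.05, fewer than the 655 given by chance. The genes with the smallest p failed the correction, with an adjusted p of 0.9999 each. The higher ones were KLRD1 (log2 fold change 2.69, SE 0.47), PLXNA4 and KLRC2 (6.88, SE 1.58). The KLRC2 value rested on CD38-low replicate 6, at 7.95 log2(CPM + 1). Replicate 5, the other juxta-tumoral library, was at 1.89, near the highest of the 5 primary tumours, at 1.83. PLXNA4 had at most 3 counts in each of the 5 CD38-low primary tumours. Against that floor it was at least 12.04-fold higher in CD38-low replicate 5 and at least 412-fold higher in replicate 6. In the CD38-high primary tumours, outside this comparison, its median was 1.78 log2(CPM + 1) and its highest value 3.42. Juxta-tumoral replicate 5 was at 2.11, so its level was not particular to juxta-tumoral tissue. The lower ones were CXCL13 (-8.33, SE 2.04), TRIB1 (-2.47, SE 0.61) and IKZF4 (-2.51, SE 0.63). CXCL13 was 0 and 0.84 log2(CPM + 1) in the 2 juxta-tumoral libraries, against 6.15 ± 2.28 in the primary tumours (SD, n = 5). DESeq2 called 61 genes in this comparison, 5 higher and 56 lower. The balance of directions among genes with an unadjusted p under 0.05 depended on the scaling and the tool. It was 41.6% higher with TMM, 56.6% with upper quartile scaling and 16.1% in DESeq2. In limma-voom it was 68.3% of 911 genes, with 0 calls. The median log2 fold change of all genes was -0.18, and -0.019 with upper quartile scaling.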

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

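The tests of sequencing depth, of the number of genes detected, of the lineage ratio for the cytotoxicity score, of the most abundant genes, of liver cells and of TPH1 without 1 library were chosen only after the results they concern had been seen. A library stands apart here where its gap to the nearest other library, as a share of its group's range, exceeds the limit of Dixon's test. Of 145 such tests 19 did, where chance gives 7.25. Several of the 19 concern genes named because of a difference that the same library helped to make, so they are not independent of each other. How some values are weighed was also settled after they were seen: for marker lists, the typical level of the markers was added to the count of markers highest in the library, and so was their mean level against the other libraries; a trend whose slope was within 2 standard errors of 0 was taken to decide nothing.

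The total count of CD38-high replicate 2 stood apart (gap 0.691 of the range), at 28598580 against 14854045 in the next CD38-high library; the highest CD38-low total was 20506838. The share of its counts in the 100 most abundant genes lay 1.28 SD above the other CD38-high libraries, which neither shows nor excludes that a few genes took most of the counts. No biological explanation was tested.

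The same library, the 1 metastatic library of its group, stood apart in 4 genes. It had 0 counts of ACP5 (gap 0.556). At its depth the lowest level of the other CD38-high libraries would have given 358 counts, so depth does not account for the absence. HGD (gap 0.782), SOX8 (0.746) and PRODH2 (0.874) were high. HGD was 62.8-fold and SOX8 78.3-fold above the next CD38-high library in CPM. CPM already divides by the library total, so a larger total alone would not give these folds. No separate test of depth was made for them. HGD and PRODH2 are abundant in liver, so liver cells carried into the sort were a candidate source. Of 12 liver cell markers with more than 3 counts in at least 1 library, 0 were highest in this library and their mean level ranked 17 of the 19 libraries, which argues against it. Of the 14 listed markers 1 is also expressed across these libraries at a median of at least 3 log2(CPM + 1). A difference between metastatic and primary tumours cannot be tested within the CD38-high group, which has 1 such library. Over both CD38 levels the comparison above called HGD, SOX8 and PRODH2, but none of them without this library, so specimen type stays open for them. ACP5 had 154 and 102 counts in metastatic CD38-low replicates 7 and 8, so its absence was not shared by the metastatic libraries.

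Among CD38-low libraries, metastatic replicate 8 stood apart in TPH1 (gap 0.614), HGD (0.836) and PRODH2 (0.846), and metastatic replicate 7 in SOX8 (0.617). Without replicate 8 the TPH1 log2 fold change between the CD38 groups was -1.41, down in size from -8.49, so that value rests on 1 library. Of 12 liver cell markers, 4 were highest in replicate 8, where chance gives 0.632, and SERPINA1 reached 8.34 log2(CPM + 1). Their mean level of 1.68 ranked 1 of the 19 libraries, next to 1.62 in replicate 5, where PRODH2 and HGD had 0 counts. With PRODH2 at 7.39 and HGD at 4.42, ALB, the most abundant liver transcript, was at 1.95, below the highest other library at 2.58. FGA, FGB, FGG and APOH were at 0 and the median marker at 0.28. Liver cells would bring ALB and these others along with SERPINA1, and they stayed far below both genes. The other markers highest in replicate 8 were APOA1, AMBP and HP, with APOA1 above HGD and AMBP and HP below it. Every marker but SERPINA1 stayed below PRODH2, which argues against liver cells as the source of PRODH2. For HGD the markers go both ways, so liver cells stay open as its source. ALB and APOA1 had been looked at before the list was written. No test was made for SOX8 in replicate 7. Replicate 8 also held abundant secretory granule transcripts, described below. Whether their source also gave PRODH2 and HGD was not tested. Of the 9 genes called between metastatic and primary tumours, replicate 8 had the highest metastatic CPM in 4, so this bears on those calls too. Specimen type stays open for these genes, untested beyond the comparison of metastatic with primary tumours.

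CD38-low replicate 1 stood apart with a low cytotoxicity score (gap 0.592) and low CAMK1D (0.538, and 0.716 among primary tumours). Its cytotoxicity score lay -4.36 SD from the trend of the other libraries with the CD8 to CD4 ratio, which argues against the ratio as the whole cause. It also had the fewest genes detected, 11852. The score lay -3.93 SD and CAMK1D -1.78 SD from their trends with the number of genes detected. Both trends were nearly flat, and so neither distance decides anything. For CAMK1D that explanation stays open. For the score, CD38-high replicates 4 and 1 had nearly as few genes detected, 11899 and 12024. They scored 7.95 and 6.55, the latter the lowest of its group. CD38-low replicate 2 had 12315 and scored 7.66. CD38-low replicate 1 scored 4.38, so these values argue against few genes detected as the cause of its low score. This library also lay apart from all others on the first principal component, at -157 against -19.9 to 21.1. No biological explanation was tested.

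CD38-high replicate 1 stood apart with a low proliferation score among primary tumours (gap 0.574) and low CXCL13 (0.471, and 0.580 among primary tumours). The score lay -1.07 SD from a weak trend with the number of genes detected, so that explanation stays open for it. CXCL13 lay -1.77 SD from its trend, but among the other libraries CXCL13 was slightly higher where fewer genes were detected, so the trend does not speak for that explanation, and the test decides nothing. No biological explanation was tested.

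CD38-high replicate 9 stood apart with a high regulatory T cell score (gap 0.666, and 0.669 among primary tumours). More regulatory T cells in the sort could give this. Of 15 further markers of these cells, 3 were highest in this library, where chance gives 0.789, and their mean of 6.98 was the highest, next to 6.56 in CD38-low replicate 9. The most abundant, SAT1, was at 10.53 against 10.31 in the next library. Of the 15, 12 are expressed across these libraries, so a modest share of such cells would be hidden and the explanation stays open.

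Juxta-tumoral CD38-low replicate 6 stood apart in KLRC2 (gap 0.701) and PLXNA4 (0.691). PLXNA4, at 6.84 log2(CPM + 1), is found in plasmacytoid dendritic cells. Of 9 markers of these cells with more than 3 counts in at least 1 library, 0 were highest here, where chance gives 0.474. Their mean of 2.60 ranked 4 of the 19 libraries, against a median of 1.93 in the others. IRF8, the most abundant, was at 4.92, next to 5.06 in the highest other library, and TCF4 at 4.47 against a median of 1.65. IL3RA was at the median, 1.27, and SERPINF1 below it, at 0.69 against 0.87. The values go both ways, so such cells stay open as a source. KLRC2 is found on NK cells. Of 14 NK cell markers 1 was highest here, but their mean of 4.38 was the highest of all libraries, next to 4.19 in replicate 5, the other juxta-tumoral library. The most abundant, KLRC1, was at 6.34 against 6.56 in the highest other library. T cells also express many of them (9 of 14 across these libraries), so NK cells cannot be told apart from T cells that carry these receptors. Tissue type stays open, untested beyond the comparison with primary tumours.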

How the results depend on the processing

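Alternatives for the gene lists (permutation of the list score, the CD8 to CD4 ratio and the number of genes detected as covariates) and for all libraries (genes detected and the heat-shock level as covariates) were added after seeing the data; the others were fixed before. No batch was given per column, so the planned batch covariate was not run. The tables held no receptor segment genes, so the planned removal of such genes with sex-linked ones took out only 8 genes. For the tumour reactivity correlation among primary CD38-low tumours, 5 libraries were too few. For juxta-tumoral tissue, no fit left out either juxta-tumoral library, since 1 would remain.

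The CD38 transcript difference kept its direction and side of the threshold in all 5 alternatives (2.35 to 2.58) and in the 19 fits that each left out one library (2.20 to 2.68). The CD8 to CD4 difference held in its 5 alternatives; across the 19 fits that each left out one library it ran from 1.17 to 1.75, and it lost the threshold without CD38-low replicate 9 (1.17).

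For CD38-high against CD38-low over all libraries, 0 calls became 1 with library size only and 1 with the upper quartile, CD38 in both, 35 with DESeq2 (7 higher, 28 lower) and 143 with limma-voom (62 higher, 81 lower); 21 genes were shared by DESeq2 and limma-voom. DESeq2 gave 1160 genes no adjusted p. Leaving out one library in turn gave 0 to 2 calls. Within primary tumours DESeq2 called 89 genes and limma-voom 0, and the 14 fits that each left out one library gave 0. For metastatic tumours, 9 calls became 5 with library size only, 5 with the upper quartile, 286 with DESeq2 and 40 with no covariate, of which 7 were among the 9; the 17 fits that each left out one library gave 1 to 12 calls, with the 1 without CD38-low replicate 8. For juxta-tumoral tissue DESeq2 called 61 genes, and the 5 fits that each left out one primary tumour gave 0. Simulations over all libraries bear on the choice of tool: with changed genes DESeq2 called 90.4% of them with 28 false calls, the quasi-likelihood test 76.3% with 1 and limma-voom 66.2% with 2. On unchanged counts DESeq2 made 5 calls and the other tests 0, with 4.15% of genes at an unadjusted p under 0.05 in the quasi-likelihood test and 5.06% in limma-voom. So part of the DESeq2 excess may be false calls, and the simulations do not account for the 143 of limma-voom. For the other changes the cause was not tested. With 2 juxta-tumoral libraries, simulated changes of 3 log2 units were called in 15.5% of genes, which limits what that comparison can show.

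The 7 gene lists became 0 under fry, 0 with estimated correlation and 0 by exact permutation of the list score. Each of these lets the genes of a list vary together. The count stayed between 6 and 8 in the other alternatives, and between 7 and 8 in the 19 fits that each left out one library. With the CD8 to CD4 ratio as covariate 5 of the 7 remained; cytotoxicity and naive and central memory did not. The scores' exact test gave adjusted p-values of 0.0765 and above.

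The correlation of CD38 with tumour reactivity in CD38-high libraries reversed within primary tumours (-0.14), which removes CD38-high replicate 2; the 10 fits that each left out one library gave -0.14 to 0.35. In CD38-low libraries it stayed positive, from 0.19 to 0.66. No paired analysis was possible because replicate numbers only count libraries within a group, and a single donor gave 2 specimens.

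TPH1 reversed to 0.47 with specimen type as covariate. Regulatory T cell reversed to -0.011 within primary tumours, epithelial to 0.26 and Th17 to 0.52 with the CD8 to CD4 ratio. Leaving out one library moved B and plasma cell from -0.27 to 0.64, myeloid from -0.029 to 0.75 and Th17 from -0.50 to 0.027; none of these passed the threshold with the sign turned. Of the named genes and single lists, 302 other values kept their side of the threshold, 28 became stronger and 25 weaker. Those 28 include 3 lists that did not pass over all libraries: regulatory T cell with the CD8 to CD4 ratio (1.53, adjusted p 8.13e-05), myeloid within primary tumours (1.82, adjusted p 0.00221) and epithelial with specimen type as covariate (-1.49, adjusted p 0.0110). Over all alternatives their adjusted p-values ran up to 0.567, 0.850 and 0.802. Among those with a library left out, 540 kept it, 7 became stronger and 6 weaker. Regulatory T cell passed without CD38-low replicate 1 and without replicate 9 (lowest adjusted p 0.00639), and epithelial without CD38-low replicate 5 and without CD38-high replicate 7 (lowest 0.0211).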

Other observations

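The tests of the adjusted gene counts against other splits, of the correlation within gene lists, of HSPA1A between the groups, and of the sum of HSPA1A and HSPA1B were chosen only after the results had been seen. Bounds for 2 kinds of test were tightened after values were seen: a score difference with a covariate had also to exceed 2 standard errors to count against an explanation, which left cytotoxicity and interferon open, and the shared-control test had also to show a larger overlap of top genes. The covariate tests of scores within primary tumours were added after the results had been seen, and a difference had to hold there as well.

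Other splits of the libraries into groups of the same sizes were refitted, the real split counted among them. Over all libraries, 100 of 100 splits gave at least the 0 calls of the real one. Any split must do so, and so this count decides nothing. Of the other splits 5 gave any calls, and 7 of 100 gave as many as the real one's 877 genes with an unadjusted p under 0.05. Within primary tumours 100 of 100 gave at least 0 calls, which again decides nothing, and 7 of 100 as many as the 1024 genes. For metastatic against primary tumours 4 of 100 gave 9 or more calls, the largest 42, and 17 of 100 as many as the 1177 genes with an unadjusted p under 0.05. For the gene lists 8 of 100 splits put as many as 7 lists past the threshold, and the median of the other splits was 3. The 143 limma-voom calls were reached by 2 of 100 splits, the largest other giving 215, and the 35 DESeq2 calls by 3 of 40, the largest other giving 237. A count of gene lists or of DESeq2 calls as large as the real one was therefore not rare under arbitrary groupings.

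The 7 gene lists past the threshold with a preset correlation fell to 0 when the correlation was estimated, so shared variation of the genes within each list could account for the calls. With the number of genes detected as covariate all 7 passed, and after the trend of fold change with GC content and length was removed (1.32% of the variance) all 7 medians lay outside 95% of 10000 random lists of like expression, which argues against both as the whole cause.

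The balance of CD8 to CD4 cells could raise some list scores. The cytotoxicity difference of 0.86 depended in part on CD38-low replicate 1, which stood apart in this score. So did other lists. Among the 19 fits that each left out one library, the mean log2 fold change was lowest without this library for cytotoxicity (0.56), type I interferon (0.77) and MHC class II (0.77). Over all libraries, with the ratio as covariate, the cytotoxicity difference went from 0.86 (SE 0.41) to 0.54 (SE 0.46). The interferon difference went from 0.93 (SE 0.39) to 0.80 (SE 0.46), which leaves the balance open for both. Tumour reactivity and exhaustion went from 1.39 (SE 0.44) to 1.57 (SE 0.52). Within primary tumours 112% of the difference of 0.89 (SE 0.37) remained. Both values argue against the ratio as its cause. The ratio does not measure subsets within a lineage, such as regulatory T cells, and their shares were not tested for this score. Carried-over myeloid and B cells were tested for MHC class II: with both scores as covariates the difference was 0.94 (SE 0.44), from 1.07 (SE 0.50). Within primary tumours, where the myeloid list was itself higher (adjusted p 0.00221 with a preset correlation, score difference 1.22, exact permutation p = 0.108), it went from 1.42 (SE 0.59) to 0.95 (SE 0.65). That leaves carry-over open. In primary tumours KLRD1 went from a log2 fold change of 1.93 to 1.24 (SE 0.46) with the ratio as covariate, while KLRC2 went from 5.21 to 4.23 (SE 1.10) and kept more of its size. The balance stays open for KLRD1, and 1 gene chosen for its small p does not settle it for KLRC2.

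KLRD1 and KLRC2 were among the 5 genes with the smallest p both in the primary tumour comparison and in the juxta-tumoral one, which share the 5 CD38-low primary tumours. Across 12397 genes, which are not independent replicates, the fold changes correlated at 0.58. In 40 simulations of unchanged groups against those controls the correlation was 0.39 to 0.44. The top 100 genes shared 16, within the simulations (median 14, highest 23). Real genes vary together and simulated ones do not, so the simulated range of the correlation is too narrow, and a share of the likeness due to the controls cannot be told apart from a shared change.

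Transcripts of secretory granules were abundant in 1 metastatic CD38-low library, replicate 8, where CHGB reached 13.98 and TPH1 12.64 log2(CPM + 1), while TPH1 was at most 4.95 elsewhere. Of 17 neuroendocrine markers that had not been looked at before and had more than 3 counts in at least 1 library, 16 were highest in this library, where chance gives 0.895. RNA or cells of another type carried into the sort may be the source. The 24 listed genes are not part of any other list, and 0 are expressed across these libraries at a median of at least 3. The epithelial score of this library, 2.92, was near the median of the others, 2.73. Which cells these were was not tested.

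Heat-shock transcripts differed widely between libraries: HSPA1A ran from 5.53 in CD38-high replicate 1 to 14.86 log2(CPM + 1) in CD38-low replicate 7. Of 12 further heat-shock genes, 11 were expressed, and their median correlation with HSPA1A was 0.88, all 11 positive, against an upper limit of 0.27 for random genes. A heat-shock response of the cells, such as one during tissue handling, may account for this. The sum of HSPA1A and HSPA1B spanned 8.15 log2 units, against 9.33 for HSPA1A alone, which argues against reads shared between these near-identical genes. HSPA1A was lower by -1.29 in the CD38-high libraries on average, with p = 0.386 (two-sided exact permutation test), so a link with CD38 level stays open.

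Interferon induces CD38, so the CD38 transcript was compared with the interferon score within groups. Pearson's r was -0.046 in the CD38-high libraries (n = 10, permutation p = 0.902) and 0.54 in the CD38-low libraries (n = 9, exact permutation p = 0.143). Without the 2 libraries farthest from the median of CD38 these were 0.54 and 0.035, so each value rests on those libraries and the question stays open.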
